A study of Mus musculus with 10 samples. Its data were reported in "CD4+ T helper 2 cells suppress breast cancer by inducing terminal differentiation" (2022).

How the data were processed

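RNA sequencing was performed on CD4+ T cells from 10 samples, 6 named TEST and 4 named CONTROL in the labels. Per the labels, the sorted cells were stimulated for 5 h with antibodies against CD3 and CD28 together with IL-2 and TSLP before RNA was taken, whereas the study's text calls them freshly sorted, and the labels are followed here. The study's text also describes the test cells as coming from mice with TSLP and PyMT transgenes and the control cells from PyMT mice lacking TSLPR, whereas the labels include hosts of transferred T cells, a spleen library and a Rag1 heterozygous control. The libraries were made and sequenced by a commercial service on an Illumina HiSeq instrument, per the methods of the study. The reads were aligned to mm10 with Bowtie, and the submitters' processing notes also name BWA and RSEM without versions. The deposited values are in FPKM, a fragment count scaled by the length of the transcript and by the mapped total of the library, computed by the authors for 17457 genes with 1 column for each library. Whether poly(A) selection or ribosomal RNA removal preceded each library, and whether the counting used strand, is not given in the sources used here. Without strand, a gene and an overlapping gene on the other strand cannot be told apart.

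Ribosomal RNA genes are among the rows, so a library with little ribosomal RNA has higher FPKM for its other genes. The summed FPKM ranged from 359703 to 535736. The table holds no read counts, so the absolute depth is unknown. The spacing of the lowest values between libraries gave depths of 0.64 to 1.2 times that of TEST 1, which is a relative measure only. No library had a value of 0 for a gene at FPKM 10 or more in all the others, except 2 such genes in TEST 4. NCBI gene IDs were matched to the RefSeq annotation of GRCm38.p6, the assembly called mm10, for 99.7% of rows, and coordinates are 1-based positions on it.

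Differences between TEST and CONTROL were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1). The linear model had no covariate, the empirical Bayes prior followed the mean level (trend on, robust off), and the test was two-sided. The 10743 genes at FPKM 1 or more in at least 4 libraries were tested, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. In smaller fits the required number of libraries was that of the smaller group, up to 4. A log2 difference here is on the log2(FPKM + 1) scale, which understates the change of genes with low values. The published contrast used EBSeq on estimated counts, and a test on log values replaced it because the deposited unit is FPKM. Posterior probabilities were therefore not computed.

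A panel of 16 cytokine genes was tested with an exact permutation test over all 210 splits of the 10 libraries into 6 and 4, two-sided, with Benjamini-Hochberg adjustment over the panel. The smallest p this test can give is 0.00476. Lists of genes, 28 in all with 297 entries of which 290 were found, were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. The 22 lists with at least 2 tested members entered these tests. The same model was fitted within C57BL/6 (4 TEST and 3 CONTROL libraries), and a model with a group by strain interaction was fitted to all 10. TEST 1 and TEST 2 came from different nodes of the same pooled mice and are 1 library each, so they were compared without a test. The medians of the lists in that comparison were set against 10000 random lists matched on mean level.

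Groups, comparisons, lists, the panel and most alternatives were fixed before the data were examined. The study's text was known by then, and it names Il3, Il5, Il13 and Csf2, all in the panel, as raised in test cells. It also reports a rise of Th2-associated gene sets in them. The genes named are the 12 largest rises and the 12 largest falls among called genes with a mean FPKM of 2 or more in the higher group, filled where fewer passed with the smallest raw p in that direction, the cytokine panel, 11 regulator and lineage genes, and up to 4 members of each list with the smallest raw p. Genes outside that rule are said to be chosen after their values were seen. Alternatives covered the pseudocount, the filter, TPM, median-ratio and quantile scaling, library weights, the prior, a rank test, strain as a covariate, averaging of the 2 libraries from the same mice, subsets of the libraries and leaving out each library in turn. Fits without the ribosomal RNA rows, without TEST 4 and with the libraries from the same mice averaged, without the pools of 4 mice, and with a proliferation covariate were added after seeing the data. A fit with the mouse pool as a random block was not run, because limma returned no within-pool correlation from a single shared pool.

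The model was tested on simulated log2 values with the means and spreads of the 10743 genes and 200 changed genes in each of 5 simulations. In the comparison of 6 with 4 libraries it found 42.8% of genes changed by 1 on the log2 scale, 96.4% of those changed by 2 and 99.6% of those changed by 3, with 5.57% false calls. In the comparison of 4 with 3 it found 14.8% of genes changed by 1, 90.8% of those changed by 2 and 99.6% of those changed by 3, with 5.8% false calls. The simulated spread was independent between genes and equal between libraries. The changed genes were drawn only from those with a mean over 3 on the log2 scale, so the shares found do not cover genes with low values. With 200 changed genes the adjusted threshold is also easier to pass than where few genes change. These shares may therefore overstate the power in the real data.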

Results

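Transcript levels in CD4+ T cells were measured in 6 TEST and 4 CONTROL libraries. The comparison asks which genes differ between the T cells of the TEST group and those of the CONTROL group, 3 of whose 4 libraries are labelled as lacking the TSLP receptor. Per the labels the cells of both groups were stimulated with TSLP in culture. TSLP is an epithelial cytokine, and its receptor on T cells, TSLPR, includes a chain encoded by Crlf2. TEST 1, TEST 2 and TEST 3 came from TSLPR-deficient hosts that carried the K14-TSLP transgene, which drives TSLP in the skin, and had received Ly5.1 donor CD4+ T cells and PyMT tumours. TEST 4, TEST 5 and TEST 6 came from mice with both the K14-TSLP and the MMTV-PyMT transgene, the latter a model of spontaneous breast cancer, and TEST 5 was a Rag1-deficient host that had received CD4+ T cells. CONTROL 1 and CONTROL 2 came from TSLPR-deficient hosts given TSLPR-deficient CD4+ T cells and PyMT tumours, with no TSLP transgene named, CONTROL 3 came from a TSLPR-deficient mouse with both transgenes, and CONTROL 4 from a Rag1 heterozygous mouse with no transgene named. TEST 5, TEST 6 and CONTROL 4 were BALB/c and the other 7 libraries C57BL/6. CONTROL 3 was from spleen and the others from lymph nodes.

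By the animal numbers in the labels, TEST 1, TEST 2 and CONTROL 1 were pools of 4 mice, TEST 3 a pool of 2 and the others single mice. TEST 1 and TEST 2 held cells of the same 4 mice, so the 10 libraries represent 9 mouse samples. The libraries had between 12780 and 14259 genes above 0. Ribosomal RNA rows took 1.21% of the summed FPKM in TEST 4 and 14.92% to 32.63% in the other 9 libraries. The median of 73 ribosomal protein genes was 2074.5 FPKM in TEST 4 and at most 1209.6 elsewhere, and the first principal component, with 27.8% of the variance, placed TEST 4 at 91.15 and the other 9 between -30.82 and -2.64.

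**Figure D1:**
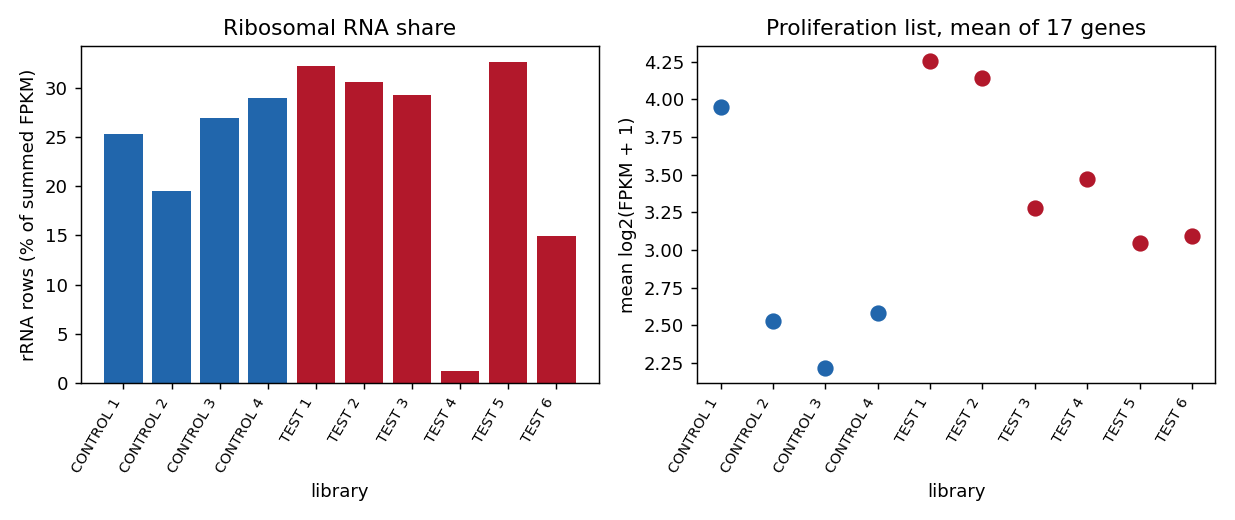
Left, the share of ribosomal RNA rows in the summed FPKM (%) of each library. Right, the mean log2(FPKM + 1) of the 17 proliferation genes. CONTROL libraries are blue and TEST libraries red, and each bar or point is 1 library. TEST 4 stands at 1.21% on the left, and TEST 1, TEST 2 and CONTROL 1, the pools of 4 mice, are the highest on the right, from 3.95 to 4.25.

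The deleted receptor gene was examined first. Crlf2 (gene ID 57914, chromosome 5, 109554709 to 109559128) was at 0.15 to 0.21 FPKM in CONTROL 1, CONTROL 2 and CONTROL 3, the 3 libraries labelled as lacking TSLPR. It was at 3.28 in CONTROL 4, whose label names no TSLPR deletion, and at 5.7 to 34.85 in the 6 TEST libraries. The highest value was that of TEST 4, labelled heterozygous for TSLPR. Levels under 1 FPKM were thus found only in the 3 libraries whose T cells were labelled as lacking TSLPR, and the level among the other 7 did not order by the named genotype. In limma the group difference of 2.82 ± 0.49 (SE) on the log2 scale had an adjusted p of 0.0502, although all 6 TEST libraries lay above all 4 CONTROL libraries. Crlf2 was called without TEST 4, TEST 6 or CONTROL 4, and not on leaving out any other single library.

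In TEST T cells 8 genes rose, among them Il13, Myo6 and Tnfsf8, and Bcl6 and Airn fell. Il13 (gene ID 16163), a cytokine of type 2 helper cells, rose by 4.00 ± 0.60 (SE) on the log2 scale, from 7.64 ± 3.39 FPKM (SD, n = 4) to 207 ± 251 (SD, n = 6; limma adjusted p = 0.0247). Myo6, an unconventional myosin, rose from 2.23 ± 0.794 to 26.3 ± 14.4 (SD) with an adjusted p of 0.0247. Tnfsf8, the ligand of the receptor CD30, rose from 68.3 ± 13.3 to 182 ± 34.8 (SD) with the same adjusted p. Bcl6 (gene ID 12053), a transcriptional repressor required for follicular helper T cells, fell from 25.7 ± 8.01 to 7.05 ± 2.75 FPKM (SD), a fold of 3.35 on the fitted scale (adjusted p = 0.0365). In all, 10 of 10743 genes were called by limma, 8 higher and 2 lower in TEST, and each differed by over 2-fold.

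The other genes that rose were Lama5, a laminin chain (5.15-fold), Plscr1, a phospholipid scramblase (4.51-fold), Csf1, which encodes macrophage colony-stimulating factor (4.38-fold), Lpar3, a lysophosphatidic acid receptor (3.90-fold), and Gm5127 (5.49-fold), with adjusted p of 0.0247 for Lama5 and Lpar3 and 0.0398 for the rest. The other gene that fell was Airn, a noncoding RNA (chromosome 17, 12741311 to 12859884), from 9.55 ± 6.11 FPKM to 0.865 ± 0.516 (SD; adjusted p = 0.0247). It overlaps Igf2r (12682406 to 12769706), and as the use of strand is not stated their reads may not be separate. Igf2r, chosen after its values were seen, was at 13.2 ± 5.35 in CONTROL and 6.74 ± 4.82 in TEST (SD; adjusted p = 0.296).

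Several further genes lay just above the threshold. Next by p among the genes higher in TEST were Crlf2, Klk8, Cst7 and Trpm6, each with an adjusted p of 0.0502. Next by p among those lower in TEST were Zbtb20 and Xkrx (both 0.0502), Gramd3, Tuba3a and 4833422C13Rik (all 0.057), Rab3ip (0.0785), Ssh2 (0.0852), Timm8a2 (0.0856), Ankrd12 (0.096) and Ugcg (0.103), and none passed. Gata3, the master transcription factor of type 2 helper cells, was at 73.4 ± 21.2 FPKM in TEST and 21.6 ± 13.8 in CONTROL (SD; adjusted p = 0.057). Gata3 was called by limma without CONTROL 1 (adjusted p = 0.0133) and without TEST 4 (0.0349). Of the genes tested, 159 had all TEST libraries above all CONTROL libraries and 211 the reverse, 3.44% together, where chance gives 0.952% for independent libraries. With TEST 1 and TEST 2 averaged, leaving 9 mouse samples, 212 and 244 genes separated, 4.24% together, where chance gives 1.59%.

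The count of called genes rested on single libraries. It was 0 without TEST 2, CONTROL 2 or CONTROL 3, 2 without TEST 1, 31 without TEST 6, 52 without CONTROL 1 and 84 without TEST 4, and it was 0 when TEST 1 and TEST 2, from the same mice, were averaged (smallest adjusted p = 0.0532). Rescaling changed the balance of calls, to 14 higher and 8 lower with TPM, 13 and 7 with median ratios, 16 and 8 with quantiles, and 11 and 15 without the ribosomal RNA rows.

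**Figure D2:**
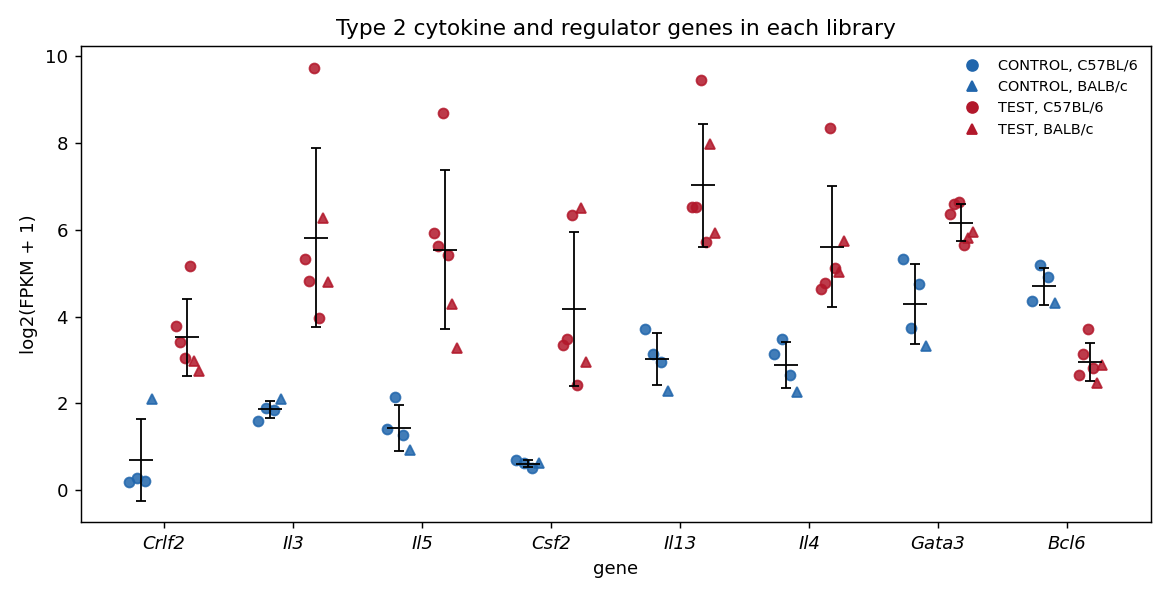
Level of 8 genes in each library, as log2(FPKM + 1) on the vertical axis. Blue points are CONTROL (n = 4) and red points TEST (n = 6), circles are C57BL/6 and triangles BALB/c, and the black bars give the mean and SD of each group. For each of the 8 genes the TEST and CONTROL libraries do not overlap, with Bcl6 lower and the other 7 higher in TEST.

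The soluble factors of the test T cells were addressed with the panel of 16 cytokine genes. The study had named Il3, Il5, Il13 and Csf2 as raised in these samples, and IL-4 among the proteins secreted by test cells. For these genes the panel is therefore not independent evidence. Il3, Il4, Il5, Il13 and Csf2 rose in TEST, and in each case all 6 TEST libraries lay above all 4 CONTROL libraries. The 5 genes lie on chromosome 11, from Il4 at 53612460 to Il3, whose end is 54267279. Il3, a growth factor of mast cells and basophils, was at 172 ± 333 FPKM in TEST and 2.66 ± 0.516 in CONTROL (SD, n = 6 and 4; exact permutation test, adjusted p = 0.0254). Il5, the eosinophil growth factor, was at 98.4 ± 155 and 1.85 ± 1.12 (SD; exact permutation test, adjusted p = 0.0305). Csf2, which encodes GM-CSF, was at 33.4 ± 40.1 and 0.532 ± 0.083 (SD; exact permutation test, adjusted p = 0.0305), and Il4 at 82.1 ± 119 and 6.77 ± 2.82 (SD; exact permutation test, adjusted p = 0.0254). Il13 had an adjusted p of 0.0254 in the same exact test. In limma over all genes Il13 alone of the 5 passed, with adjusted p of 0.0502 for Il5, 0.0781 for Csf2, 0.0846 for Il3 and 0.0946 for Il4. These calls depended on single libraries, as without TEST 3 Il3 (0.00781), Il4 (0.015) and Il5 (0.015) were also called, and without TEST 4 Il3 (0.038), Il5 (0.0405) and Csf2 (0.032) were. Il5 was also called without TEST 6 (0.0213), and Il13 was not called without TEST 1 (0.0631), TEST 2 (0.079), CONTROL 2 (0.168), CONTROL 3 (0.176) or CONTROL 4 (0.0689).

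The other 11 cytokines did not pass. Il9 was at 7.74 ± 5.55 FPKM in TEST and was listed at 0 in 3 of 4 CONTROL libraries (exact permutation test, adjusted p = 0.0508). Il24 was listed at 0 in all 4 CONTROL libraries and averaged 0.347 in TEST (adjusted p = 0.141 in the exact test). Il2, Il21, Il10, Lta and Tgfb1 had adjusted p between 0.229 and 0.368 in the exact test. The type 1 cytokine Ifng was at 37.9 ± 63.4 in TEST and 11.7 ± 6.88 in CONTROL (SD; exact permutation test, adjusted p = 0.637), and Tnf (0.757), Il17a (0.637) and Il22 (0.757) did not pass either. The number of cytokines past the threshold fell to 0 without TEST 2, without CONTROL 1, within C57BL/6, where 35 splits give a smallest p of 0.0286, and when the ribosomal RNA rows were left out, where the smallest adjusted p was 0.0571. It was 3 without TEST 5 or TEST 6, 2 with a pseudocount of 5 (Il4 and Il13), and 4 with splits made within strain, where Csf2 did not pass. With TEST 1 and TEST 2 averaged it was 6, as Il24 passed with the other 5 (126 splits, smallest adjusted p = 0.0423 in the exact test).

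Ranked by the ratio of group means of FPKM + 1 among 10743 genes, Il3 was 1st, Il5 2nd, Il13 3rd and Csf2 4th, with log2 ratios of 5.57, 5.12, 4.59 and 4.49. Ccl1, a chemokine ligand of CCR8 chosen after its values were seen, was 5th. TEST 3 held the highest level of Il3 (850 FPKM), Il4 (325), Il5 (413) and Il13 (698), and without it Il3 was 10th, Il5 4th and Csf2 2nd. With CONTROL 4 left out Csf2 was 7th.

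Among the gene lists, those of Th2 cells and of the effector cytokine genes Il3, Il5 and Csf2 were higher in TEST. All 12 tested Th2 genes had a positive difference, with a median of 1.34 on the log2 scale (camera adjusted p = 1.2e-09, and adjusted p = 0.117 with an estimated correlation), but only Il13 was called over all genes. Adjusted over the list alone, 7 of the 12 rose (Il13, Gata3, Il1rl1, Il5, Nfil3, Il4 and Areg). The 3 effector cytokines rose adjusted over the list alone, and none was called over all genes (camera adjusted p = 7.73e-06, and adjusted p = 0.117 with an estimated correlation). Over all genes Il3, Il5 and Csf2 were each called without TEST 4, with limma adjusted p of 0.038, 0.0405 and 0.032, as were Il3 (0.00781) and Il5 (0.015) without TEST 3 and Il5 without TEST 6 (0.0213). The study named these 3 genes on these samples, so their list is not independent evidence. Nor is the Th2 list, as the study reported Th2-associated gene sets as raised in test T cells and named its members Il5 and Il13. With fry, which asks only whether a list's genes move one way, the adjusted p was 0.0202 for both lists.

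Genes of the naive and central memory state, such as homing receptors and quiescence factors, were lower in TEST by camera with the preset correlation (13 tested, median -0.88, camera adjusted p = 7.73e-06, and adjusted p = 0.395 with an estimated correlation). The libraries overlapped, as the mean log2 level of the list was 6.62 in TEST 4, above the 5.82 to 6.45 of the 4 CONTROL libraries, and 6.19 in TEST 6, within that range (exact permutation p = 0.11 for the group difference). The place of TEST 4 above CONTROL may come from its low ribosomal RNA share, which raises the FPKM of its other genes. Its T cell identity genes averaged 7.65 with the ribosomal RNA rows kept and 6.90 without them, and the naive list was not rescored. None was called over all genes, and 5 fell adjusted over the list alone (S1pr1, Foxp1, Bach2, Lef1 and Actn1). Bach2, a repressor of effector differentiation, was at 27.1 ± 8.58 FPKM in TEST and 62.2 ± 24.3 in CONTROL (SD), and Lef1 at 53.2 ± 39.6 and 118 ± 30.9 (SD).

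Proliferation, glycolysis and STAT5 target genes were also higher in TEST by camera with the preset correlation. Of 17 proliferation genes 16 had a positive difference, with a median of 0.88 (camera adjusted p = 1.52e-04), but none was called over all genes or adjusted over the list alone, and the adjusted p was 0.528 with an estimated correlation. The 3 highest proliferation scores were those of the pools of 4 mice, at 4.25 in TEST 1, 4.14 in TEST 2 and 3.95 in CONTROL 1. Glycolysis genes had a median of 0.63 (13 tested, camera adjusted p = 1.71e-04), and adjusted over the list alone Ldha and Pgk1 rose, while none was called over all genes and the adjusted p was 0.327 with an estimated correlation. Ldha, which encodes lactate dehydrogenase A, was at 280 ± 44.1 FPKM in TEST and 173 ± 7.59 in CONTROL (SD). Among STAT5 targets, genes induced by cytokine receptors of the IL-2 family, Cish, Socs1, Socs2, Bcl2l1 and Lif rose and Bcl6 fell adjusted over the list alone (12 tested, camera adjusted p = 0.00223, and 0.184 with an estimated correlation). Bcl6 is repressed by STAT5, and it alone of the list was called over all genes.

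Th1 genes (13 tested, median 0.45) and cytotoxic genes (10 tested, median 0.35) did not pass, with camera adjusted p of 0.118 and 0.262, and none of either list was called over all genes or adjusted over the list alone. Both passed without CONTROL 1 (camera adjusted p = 0.0232 for Th1, median 0.56, and 0.021 for cytotoxic genes, median 0.55), and Th1 genes also without TEST 6 (0.0305, median 0.53). The study did not detect a rise of cytotoxic or Th1 genes in test cells. That was also the result here with all libraries kept, but not in these fits with a library left out. Gzmb, a granule protease of cytotoxic cells, was at 32.1 ± 15.9 FPKM in TEST and 16.4 ± 26.6 in CONTROL (SD; limma adjusted p = 0.264). In CONTROL it was at 56.3 in CONTROL 1 and at 2.59 to 3.36 in the other libraries, and without CONTROL 1 Gzmb was called, with a log2 difference of 2.86 (limma adjusted p = 0.0133). Tbx21, the Th1 transcription factor, was at 4.59 ± 5.21 and 2.42 ± 1.15 (SD; limma adjusted p = 0.847). Foxp3, the regulatory T cell factor, was at 81.9 ± 30.5 and 136 ± 78.3 (SD; limma adjusted p = 0.517). Camera adjusted p was 0.103 for Th17, 0.377 for Treg, 0.765 for Tfh, 0.145 for inhibitory receptor, 0.759 for interferon response and 0.765 for cholesterol synthesis genes. Without CONTROL 1 the Treg list (camera adjusted p = 0.0232, median 0.41) and the inhibitory receptor list (0.00587, median 1.32) passed as higher in TEST. The inhibitory list also passed with library weights (0.0283) and without the pools of 4 mice (0.0477), and the Th17 list with TPM (0.0193), without CONTROL 3, the spleen library (0.0162), and without TEST 3 (0.047). The Th17 passes may rest largely on TEST 5, where the mean log2 level of the list was 5.16. It was 1.53 to 2.61 in the other TEST libraries and 1.18 to 2.49 in CONTROL. Camera adjusted p was 0.824 for T cell activation, which passed with proliferation as a covariate (0.0152), 0.85 for immediate early and heat shock and 0.824 for T cell identity genes. Adjusted over the list alone, Ahr of the Th17 list, Itgae and Nrp1 of the Treg list, Tnfrsf4 of the activation list, Ier3 of the immediate early list and Havcr2, Entpd1 and Lag3 of the inhibitory list rose, and Nr4a2 of the activation list and Bcl6 of the Tfh list fell. The Tfh list had a median of 0.16 and a mean of -0.02, and its camera direction followed the mean.

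Markers of other cell types were mostly under the filter. Of these, 1 of 10 B cell, 1 of 2 CD8 T cell, 1 of 7 dendritic cell and 1 of 7 basophil and mast cell genes were tested, and no NK cell or fibroblast gene. Camera adjusted p was 0.765 for monocyte, 0.377 for neutrophil, 0.765 for red cell, 0.082 for epithelial and 0.156 for plasma cell genes, and adjusted over the list alone Epcam rose. Only 2 of 12 epithelial genes (Epcam and Cdh1) and 2 of 7 plasma cell genes (Xbp1 and Prdm1) were tested, so a pass of either list rests on 2 genes. The epithelial list passed as higher in TEST without CONTROL 1 (0.0232), without TEST 4 (0.0299), with library weights (0.0228) and without the ribosomal RNA rows (0.0369), and it and the plasma cell list passed without TEST 4 and with averaging (0.0472 for both). Red cell genes were highest in TEST 4, where Beta-s, a haemoglobin gene, stood at 48.9 FPKM and Hba-a1 at 30.3, against at most 3.8 for Beta-s and 7.45 for Hba-a1 in the other 9 libraries. The mean FPKM over all measured members was also highest in TEST 4 for the monocyte (2.02, others at most 0.94), NK cell (1.72, others at most 0.6) and neutrophil lists (5.09, others at most 4.36). These means were not rescaled for the low ribosomal RNA share of TEST 4, so small gaps, such as the neutrophil one, may come from the scaling. The NK cell mean rests on few members, as the median of that list was 0.09 in TEST 4 but 0.53 in CONTROL 1 and 0.46 in TEST 5. The B cell list was highest in CONTROL 2 (3.23, others at most 1.68) and the basophil and mast cell list in TEST 5 (2.89, others at most 0.4). The TEST 5 mean came mostly from Kit, at 16.7 FPKM, and the median of that list there was 0.12. Cd4 was at 151 ± 22.9 in TEST and 112 ± 13.99 in CONTROL (SD; limma adjusted p = 0.348), and Cd8a at 0.607 ± 0.408 and 0.59 ± 0.506 (SD), under the filter.

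**Figure D3:**
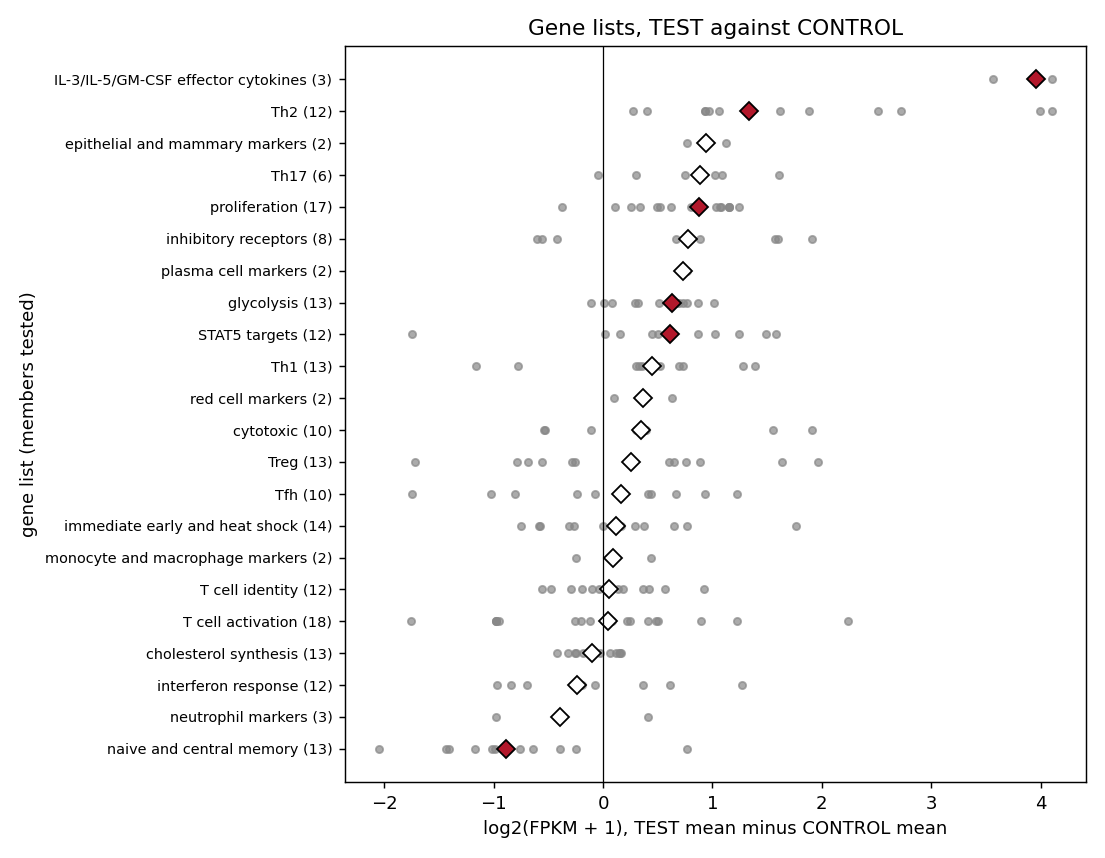
Difference between TEST (n = 6) and CONTROL (n = 4) for the 22 tested lists, as mean log2(FPKM + 1) in TEST minus that in CONTROL on the horizontal axis, with the number of tested genes in brackets. Each grey point is 1 gene and each diamond the median of a list, filled red for the 6 lists that passed camera at the preset correlation and white for the others, and the Th2 median stands at 1.34 and that of naive and central memory genes at -0.88.

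As strain was unbalanced between the groups, the comparison was repeated within C57BL/6, with 4 TEST and 3 CONTROL libraries. Hdc, which encodes the histamine-forming enzyme, rose by 4.38 ± 0.45 (SE) on the log2 scale, Il5 by 4.81 ± 0.67 and Crlf2 by 3.62 ± 0.47, with limma adjusted p of 0.0113, 0.0359 and 0.0221. The 3 CONTROL libraries here were all labelled as lacking TSLPR, so the difference in Crlf2 was set by the design. Csf1, Myo6, Plscr1 and Klk8 also rose. H60b, which encodes a ligand of the NKG2D receptor, fell by 2.79 ± 0.35 (SE; limma adjusted p = 0.0221), and Airn and Gramd3 fell. Of 10679 genes 10 were called, 7 higher and 3 lower, and 4 of them (Csf1, Myo6, Airn and Plscr1) were also called over all 10 libraries. The count was 0 without CONTROL 2, 1 without CONTROL 3, 2 without TEST 1 or TEST 2, 3 without CONTROL 1 and 137 without TEST 4, and 0 when TEST 1 and TEST 2 were averaged.

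An interaction term between group and strain was also fitted, for which BALB/c gave 2 TEST libraries and 1 CONTROL library. The term cannot separate strain from that library, whose genotype also differs from the other CONTROL libraries, so the count of calls says nothing about a strain difference. No gene was called by limma, with 222 genes at an unadjusted p under 0.05, and 32 were called with no filter on low values. Hdc was at 18.4 to 54.5 FPKM in the C57BL/6 TEST libraries and at 1.01 and 3.25 in the BALB/c ones, and its interaction had a limma adjusted p of 1.

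The node of origin was examined in TEST 1 and TEST 2, from the draining and the non-draining nodes of the same pooled mice, with no replicates and therefore no test. Bpifa2, a secreted protein of salivary glands, was at 98.97 FPKM in the draining and 1.86 in the non-draining library, and Pip, prolactin-inducible protein, at 8.24 and 0. Histone genes lay on both sides, with Hist1h4k at 6.77 and 0 and Hist1h2ad at 0 and 12.8, and as near-identical copies their reads may not be separable. Rnu1a1 and 1110002N22Rik were the other genes among the 5 largest ratios in the draining library, and Gm9746, Rn4.5s, Hist1h4a and Hist1h3h those in the non-draining one. Of 7256 genes 153 differed by over 2-fold, 78 higher and 75 lower in the draining library, or 2.11%, where the other pairs of libraries gave 504 to 3455 genes. Among the 16 lists with a percentile, the lowest was that of Th2 genes, with a median of -0.16 on the log2 scale at percentile 4.54 of random lists, and the highest that of glycolysis genes, with 0.03 at percentile 90.8. The effector cytokines Il3, Il5 and Csf2 had a median of 0.30, at percentile 79.9.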

Values the study reported

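The study compared 6 test with 4 control samples of CD4+ T cells and called a gene changed at an absolute log2 ratio over 1 and a negative log10 posterior probability of equal expression over 1.3. It named Il3, Il5 and Csf2 among the top 5 genes raised in test cells, and did not detect a rise of cytotoxic or Th1 genes. It also reported that gene sets associated with Th2 cells were raised in test cells, and that Il5 and Il13 were higher there. By mass spectrometry it listed IL-4, IL-5 and IL-13 in the top 12 of the proteins measured in supernatants of test cells. By ELISA it also found more GM-CSF and IL-3 in supernatants of test than of control cells, as well as more IL-5 and IL-13. Its protein array showed a rise of these cytokines and of IL-4.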

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

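The counts over other splits of the libraries were planned before the data were examined, and all other tests of explanations here were chosen after the results were seen. Of the 210 splits of the 10 libraries into 6 and 4, 100 were examined, the real one and others drawn at random. Only the real split gave as many as 10 changed genes (1 of 100, highest other 9), and likewise 10 genes over 2-fold (1 of 100, highest other 9). Chance can be excluded for these counts only among the splits drawn, and only as far as the 10 libraries are independent and alike apart from group. TEST 1 and TEST 2 hold cells of the same mice, and with both averaged 0 genes passed (smallest adjusted p = 0.0532), so for the mouse samples it is not excluded. The split with 9 genes set TEST 1 to 4, CONTROL 1 and CONTROL 3 against the rest and thus largely followed strain, and the fit with strain as a covariate gave 28 genes. For the lists chance cannot be excluded, since 45 of 100 splits gave as many as the real 6 and the highest other gave 14. Nor can it be for the C57BL/6 count of 10, reached by 3 of 35 splits, with a highest other of 21 for TEST 1 to 3 with CONTROL 1. That split set the libraries from pools of mice against those from single mice, CONTROL 2, CONTROL 3 and TEST 4. It did not follow implanted tumours, as CONTROL 2 also came from such a host.

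TEST 4 stood apart from the other 9 libraries in its ribosomal RNA share and on the first principal component. Its depth was 1.01 times that of TEST 1, within the 0.64 to 1.2 of the others, which argues against shallower sequencing. Of 47 genes whose transcripts lack a poly(A) tail, 27 were lowest in TEST 4, where the most in another library was 14, and a library of polyadenylated RNA is a candidate explanation. The 47 were picked by their mean level in the other 9 libraries, which favours TEST 4 being lowest, so these counts are not on an equal footing. The median FPKM of histone genes was as low in CONTROL 2 (0.755) as in TEST 4 (0.77). RNA of other cell types stays open. The red cell, monocyte, NK cell and neutrophil lists were highest there (mean 20.02, 2.02, 1.72 and 5.09 FPKM, others at most 2.27, 0.94, 0.6 and 4.36). These means keep the ribosomal RNA rows, whose low share in TEST 4 raises its other values. On that scale the T cell identity list was also highest in TEST 4 (7.65 on the log2 scale, others at most 7.42). Small gaps, such as that of the neutrophil list, may therefore come from the scaling. By the median of its members the NK cell list was not highest in TEST 4 (0.09, against 0.53 in CONTROL 1 and 0.46 in TEST 5). With ribosomal RNA left out, the T cell identity genes averaged 6.90 in TEST 4, between the lowest (6.77) and the median (7.04) of the others. The T cells of TEST 4 were also the only ones labelled heterozygous for TSLPR, and a biological explanation was not tested.

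Proliferation genes were highest in TEST 1, TEST 2 and CONTROL 1, the 3 pools of 4 mice (4.25, 4.14 and 3.95 on the log2 scale). Implanted tumours stay open, since of the other libraries from such hosts CONTROL 2 lay at -0.517 relative to the median of the 5 libraries without implants (3.04), while TEST 3 (3.28) lay above that median. Pool size and a batch shared with it also stay open, as no library outside this pattern has the same pool size, and neither was tested.

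Th2 and IL-3, IL-5 and GM-CSF genes were higher in TEST. Strain alone is argued against by a gap of 0.684 between the lowest TEST and the highest CONTROL Th2 score within C57BL/6. Fewer naive cells stay open, since the Th2 minus Th1 score was 1.40 higher in TEST (log2, 6 of 6 libraries above all CONTROL, exact permutation p = 0.00952), but that test assumed that both lists rise alike, and Th1 genes such as Stat4 (65.2 ± 35.1 FPKM, SD, n = 4) were already expressed in CONTROL. Stronger stimulation in culture stays open, since the activation score differed by 0.0046 with a wide spread between libraries (exact permutation p = 0.99). The hosts, the TSLP transgene and the tumours also differed between the groups, and per the labels TSLP was in the culture of all 10 libraries, so a response to TSLP, in the mouse or in culture, is a hypothesis that these libraries do not separate from the other differences.

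Single libraries stood far from the rest of their group in 25 of 238 comparisons over 113 genes and 6 measures of the libraries, where chance gives about 11.9. The gap to the nearest library is given as a share of the group's range, on the log2(FPKM + 1) scale for all but Rn7sk, which was taken as FPKM. In CONTROL 1 the level was highest for Tnfsf8 (88.2 FPKM, share 0.871), Gzmb (56.3, share 0.93), Rrm2 (16.98, share 0.935) and Il9 (2.09 with the other CONTROL libraries at 0, share 1). CONTROL 2 was highest for Btla (61.4, share 0.943) and lowest for Isg15 (4.21, share 0.867), CONTROL 3 was highest for Ssh2 (140.5, share 0.84), and CONTROL 4 for Crlf2 (3.28, share 0.961) and Cd4 (133, share 0.904). TEST 3 was highest for Il4 (325, share 0.706) and lowest for Foxp3 (21.9, share 0.851). TEST 4 was highest for Pkm (295, share 0.679), Jund (57.6, share 0.675), Lyz2 (9.25, share 0.669), Beta-s (48.9, share 0.651) and Hba-a1 (30.3, share 0.756), and lowest for Rn7sk (28.3, share 0.63). TEST 5 was highest for Il22 (56.8, share 0.81), Tnf (179, share 0.768) and Kit (16.7, share 0.643), and lowest for Bach2 (11.7, share 0.675) and Cd8b1 (0.63, share 0.726). TEST 6 was highest for 4833422C13Rik (3.24, share 0.702) and Foxp1 (62.7, share 0.791) and lowest for Cxcr3 (1.29, share 0.749).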

How the results depend on the processing

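The alternatives without ribosomal RNA rows, without TEST 4 and with averaging, without the pools of 4 mice and with a proliferation covariate were chosen after seeing the data. The mouse pool as a random block was not run, because limma gave no correlation from 1 shared pool. No paired analysis was possible because the replicate numbers only follow the order of the samples and pair none of them. Where no cause is named below, the cause was not tested.

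Against 10 genes changed, the count was 46 at an adjusted p under 0.1. For genes changed and for those over 2-fold alike it was 20 with a pseudocount of 0.1, 0 with a pseudocount of 5, 5 at FPKM 5 or more, 22 with TPM, 20 with median ratios, 24 with quantiles, 19 with a robust prior, 28 with strain as a covariate, 3 in the transfer model, and 1 without the pools. The exact rank test also gave 0 (1155 genes at an unadjusted p under 0.05, smallest adjusted p 0.277), which says nothing about stability, since with 210 splits the 159 and 211 genes that separate fully are too few for its smallest p to pass. The count was 0 with TEST 1 and TEST 2 averaged (1264), in lymph nodes only (1167) and with the proliferation covariate (768), and with the pseudocount of 5 1440 genes had such a p. With no filter it was 1, and 0 over 2-fold. Library weights gave 334 and 241, and leaving out ribosomal RNA rows 26 and 25. Leaving out 1 library gave 0 to 84 genes, and 0 to 76 over 2-fold. The median log2 difference of all genes was 0.0029 as reported, -0.155 with TPM and -0.15 without ribosomal RNA rows.

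The 6 list calls became 0 with an estimated correlation and 2 with fry, and leaving out 1 library gave 6 to 11, the highest without CONTROL 1. The 5 cytokines became 2 with a pseudocount of 5 and 0 in the transfer model, within C57BL/6, without ribosomal RNA rows, without TEST 4 with averaging and without the pools, where fewer splits raise the smallest p except without ribosomal RNA rows, and leaving out 1 library gave 0 to 6. The lowest rank of Il3, Il5 and Csf2, 4 as reported, was 8 with a pseudocount of 5, 7 without the CONTROL library not lacking TSLPR, 7 in the transfer model and 8 within C57BL/6, and 4 to 10 leaving out 1 library. The Crlf2 difference of 2.82 was 4.36 with a pseudocount of 0.1 and 1.45 with one of 5, as the added constant sets the size for genes near 0.

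Within C57BL/6 the 10 genes became 2 with a pseudocount of 5, 0 with no filter, 20 with TPM, 16 with median ratios, 19 with quantiles, 386 with library weights, 0 with the rank test, which 35 splits cannot pass, 0 with averaging, 1 in lymph nodes, 3 in the transfer model, 19 without ribosomal RNA rows, 3 without the pools and 0 with the proliferation covariate, and 0 to 137 leaving out 1 library. The interaction count of 0 became 32 with no filter. The 153 genes between nodes became 259 with a pseudocount of 0.1, 23 with one of 5 and 486 with no filter. Of 3383 refitted values of 111 named genes 3034 kept direction and side, 161 passed newly, 151 no longer passed and 37 changed direction. Of 649 list values 588 kept both, 18 passed newly and 43 changed direction.

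Values that changed direction (log2, medians for lists, whose direction is that of camera) follow by setting. With no filter, neutrophil 0.031 and red cell genes 0.10. With quantiles, activation -0.0078 and T cell identity -0.084. With library weights, S100a9 -0.11, Hba-a1 -0.48, activation -0.17, identity -0.16 and red cell -0.19. With strain as a covariate, Cd79b 0.031. With averaging, Cd79b 0.0072 and immediate early 0.15. Without the CONTROL library not lacking TSLPR, Hba-a1 -0.27, cholesterol -0.014 and immediate early -0.20. In lymph nodes, interferon -0.045. In the transfer model, Il21 -0.33, Tbx21 -0.35, S100a9 -0.061, Kit -0.041, Beta-s -0.091, Hba-a1 -0.77, Xbp1 -0.026, activation -0.12, cholesterol -0.11 and monocyte -0.59. Within C57BL/6, Il17a -0.12, Il22 -0.24, Kit -0.031, activation 0.057, cholesterol 0.10 and immediate early -0.20. Without ribosomal RNA rows, Hba-a1 -0.0038. Without TEST 4 and with averaging, Tbx21 -0.16, S100a9 -0.14 and Beta-s -0.30. Without the pools, Fdft1 0.027, Cd79b 0.29, Lyz2 0.16, Tfh 0.27, activation -0.13 and immediate early 0.052. With the proliferation covariate, Il7r 0.36, Beta-s -0.033, Hba-a1 -0.63, cytotoxic 0.022, Treg -0.049, proliferation 0.019 (which the covariate removes by construction), inhibitory 0.026, cholesterol 0.059, immediate early -0.047, monocyte -0.060 and red cell -0.33. Leaving out 1 library gave ranges of -0.47 to 0.34 for Cd79b, -0.60 to 0.13 for Lyz2, -0.27 to 0.76 for Hba-a1, -0.089 to 0.65 for Tbx21, -0.067 to 0.95 for S100a9, -0.15 to 1.01 for Beta-s and -0.12 to 0.61 for Tnf. For lists these ranges were -0.20 to 0.29 for immediate early, -0.073 to 0.39 for Tfh, -0.30 to 0.35 for activation, -0.091 to 0.16 for identity, -0.0086 to 0.88 for red cell, -0.53 to -0.045 for interferon and -0.16 to -0.0086 for cholesterol genes. The absolute depth is unknown, so values near 0 carry an error that cannot be given.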

Other observations

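All genes here but Il17a, Il22, Ifng and Bpifa2 were chosen after their values were seen, and no explanation was tested. TEST 5, from a Rag1-deficient host given CD4+ T cells, had the highest levels of the Th17 genes Il17a (156.5 FPKM) and Il22 (56.8), where the other 9 libraries reached at most 8.68 and 2.61. It also had the highest Ifng (167 against at most 21.6), Tmem176a (57.9 against at most 6.25) and Tmem176b (37.7 against at most 10.96).

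Penk, which encodes the opioid precursor proenkephalin, was at 70.3 ± 33.4 FPKM in TEST and 14.2 ± 18.2 in CONTROL (SD; limma adjusted p = 0.057), and Cyp11a1, the first enzyme of steroid synthesis, at 1.66 ± 0.943 and 0.108 ± 0.146 (SD; limma adjusted p = 0.144). For both genes all 6 TEST libraries lay above all 4 CONTROL libraries. Ifitm2 and Ifitm3, interferon-induced membrane proteins, averaged 363 and 48.0 in TEST and 28.6 and 3.93 in CONTROL (limma adjusted p = 0.138 and 0.117), while TEST 4 held 18.8 and 3.52. Bpifa2, at 98.97 in TEST 1 from draining nodes, was at 180 in CONTROL 1, also from draining nodes, and at most 3.64 in the other 8 libraries. Of 610 gene ontology terms 18 passed camera at the preset correlation, 17 higher and 1 lower in TEST, led by the respiratory electron transport chain (32 genes, median 0.40, camera adjusted p = 1.89e-04), and none passed with an estimated correlation (smallest adjusted p = 0.999).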
